A study of Mus musculus with 2 samples. Its data were reported in "FGF-independent MEK1/2 signalling in the developing foetal testis is essential for male germline differentiation in mice" (2023).

How the data were processed

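RNA was measured in germ cells sorted from mouse foetal gonads. Gonads were either taken at once (0 h) or kept in organ culture, with the mesonephros attached, for 24 h or 72 h with the vehicle DMSO, with 500 nM of the FGF receptor inhibitor BGJ398/Infigratinib (FGFRi) or with 500 nM of the MEK1/2 inhibitor PD0325901/Mirdametinib (MEKi). The mesonephros was removed after culture, the gonads of several embryos were dissociated together, and germ cells were separated from the somatic cells by fluorescence of a germ cell reporter. There were 10 groups of 4 libraries, 40 libraries in all. XX germ cells were measured at 0 h, after 24 h in DMSO and after 72 h in DMSO, and XY germ cells at 0 h and after 24 h and 72 h in DMSO, FGFRi or MEKi. Each library was named by the labels with its sex, culture time, treatment and replicate number, and the groups follow those names. Somatic cell libraries of the study were not analysed here.

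The libraries were made in 2 pools of 20. Pool 1 held XX 0 h, XY 0 h, XX 24 h DMSO, XY 24 h DMSO and XY 24 h MEKi. Pool 2 held XY 24 h FGFRi and all the 72 h groups. A comparison of 24 h FGFRi with 24 h DMSO or 24 h MEKi, and of any 72 h group with 0 h, is therefore also a comparison of the pools, and no fit can separate the pair. The other comparisons between groups were made within a pool.

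The authors deposited a table of whole-number counts per gene, with 1 column per library. Per the authors' methods, an index for the sample and a unique molecular identifier (UMI) were added to each molecule at the poly(A) tail before samples were pooled and amplified. Reads were demultiplexed with scPipe, aligned to GRCm39 with Rsubread and assigned to annotated exons, and reads with the same UMI were collapsed to 1 count. The methods give a UMI of 10 bases and the authors' code reads 8, and the counts do not say which applies. The deposited counts were not normalised or filtered. Because priming is at the poly(A) tail, counts were not divided by transcript length. The GENCODE release and the tool versions used for counting were not stated, so genes were matched by their Ensembl identifiers, without version, to the GENCODE M39 annotation of GRCm39, which gave the symbols, chromosomes and coordinates. Of 42422 genes in the table, 40391 matched, and the 2031 that did not match held 1.05% of the counts. Every column was used.

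Total counts per library ran from 1178953 to 5199153, with a median of 2135128.5. The number of libraries per group and the total count limit the precision of each value. Intervals and floors cover counting error only, and are given at the 0.95 level. Where all libraries of a group had 0 counts for a gene, a floor of 3 counts over the group was used to give a lower bound for the fold difference. CPM were taken over the library size scaled by the trimmed mean of M-values (TMM), unless stated otherwise.

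Genes were kept with filterByExpr of edgeR (minimum count 10, minimum total 15), which left 15252 genes with 99.2% of the counts. Differential expression was tested as in the methods of the study, with voomWithQualityWeights, a model with 1 mean per group over all 40 libraries, and treat against a fold change of 1.5 in limma. Genes with a Benjamini-Hochberg adjusted p (FDR) under 0.05 were called DEGs. The study's own fit also held somatic libraries, so its counts and those here come from different fits. Besides the contrasts of the study, MEKi was compared directly with FGFRi at each time, and 3 interactions were tested with the same model, namely the FGFRi effect at 72 h less that at 24 h, the MEKi effect at 72 h less that at 24 h, and the XY minus XX difference at 72 h less that at 0 h. Genes called in both 24 h inhibitor contrasts were tested with roast, and gene lists with fry. Principal components used log2 CPM (prior count 2) of the 2000 most variable genes. Shares of counts were compared by two-sided exact permutation tests over the 70 regroupings of 4 against 4 libraries, with Benjamini-Hochberg adjustment, and overlaps of DEG lists by Fisher's exact test. Contrasts with the same control libraries share their chance values, so 40 simulated data sets with unchanged groups were used to give the overlap that arises with no effect. The 24 h inhibitor contrasts were also run with 2 of the 4 DMSO libraries for FGFRi and the other 2 for MEKi, in all 6 divisions. For the interactions, residuals of the model without the interaction were also permuted over the libraries and added back in 99 draws.

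The rule for the genes the text may name was fixed before the data were examined. It takes the sex-specific genes, 57 genes discussed in the study, 14 feedback and target genes of ERK signalling, 8 inhibited kinases and receptors, 26 markers of somatic and blood cells, the 5 higher and the 5 lower DEGs per contrast with the largest fold change among those whose groups did not overlap, every gene of a list of 5 or fewer DEGs, and every gene called in both 24 h inhibitor contrasts. The 57 genes were picked by the study partly from these libraries, so tests on that list are not independent evidence. Of the listed genes, Fosl1, Myc, Fgfr4, Amh, Dhh, Cyp11a1, Cyp17a1, Insl3 and Kdr were too low to be tested.

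The alternatives were DESeq2 size factors in place of TMM, voom without quality weights, edgeR glmTreat, the DESeq2 Wald test with a fold threshold, edgeR and limma tests with an observed fold over 1.5 in place of a tested one, no filter on low counts, a mean of at least 5 CPM, only the libraries of the groups compared, the replicate number as a block, and each library left out in turn. For the shares, the mitochondrial genes or the 50 most abundant genes were left out. A correction for counts shared between libraries with the same sample index was added after the data were seen. The tests were also run on simulated counts with 200 of the 15252 genes changed. In the simulation of 24 h FGFRi against DMSO, limma recovered 7 of 100 genes changed 2-fold and 70 of 100 changed 4-fold, with 0 false calls. In that of 72 h MEKi against DMSO it recovered 8 and 84 of 100, with 0 false calls. Changes near 2-fold were thus mostly below what the test against 1.5-fold can call. Versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.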

Results

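Germ cells sorted from mouse gonads at E12.5, before culture (0 h), were compared with germ cells from gonads cultured for 24 h or 72 h in DMSO, FGFRi or MEKi. Gene expression was measured as UMI-collapsed counts in 40 libraries, 4 for each of 10 groups. Total counts ran from 1178953 in an XY 0 h library to 5199153 in an XY 72 h FGFRi library, and 17737 to 27474 genes were detected per library. The group with the lowest median total was XY 24 h FGFRi, at 1587563 (range 1264805 to 1970069), and the highest was XY 72 h MEKi, at 3419879.5 (range 1940297 to 4784965).

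The sex of each library was checked first. Eif2s3y, a Y-linked gene, was at 103.4 ± 5.2 CPM (SD, n = 4) in XY 0 h and 1.43 ± 1.5 CPM in XX 0 h germ cells, and in every other group the mean was between 71.6 and 136.2 CPM in XY and between 1.19 and 4.04 CPM in XX. Ddx3y, Kdm5d and Uty separated XX and XY groups in the same way. Xist did not separate them at all times. It was higher in XX than XY germ cells at 0 h (11.7 ± 2.59 v 2.83 ± 1.59 CPM) and 72 h (47.6 ± 13.9 v 11.99 ± 2.55 CPM) but not after 24 h in DMSO (4.84 ± 2.21 v 11.9 ± 5.67 CPM). X-linked genes took a larger percent of the counts in XX than in XY germ cells at each time. It was 3.57 ± 0.086 v 2.77 ± 0.072 at 0 h, 3.78 ± 0.061 v 2.96 ± 0.083 at 24 h and 3.82 ± 0.169 v 2.97 ± 0.035 at 72 h (all SD, n = 4 libraries per group). The groups did not overlap at any of these times, and each of the 3 exact permutation tests gave p = 0.02857 and adjusted p = 0.02857, the smallest p that 4 against 4 libraries allow.

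**Figure D1:**
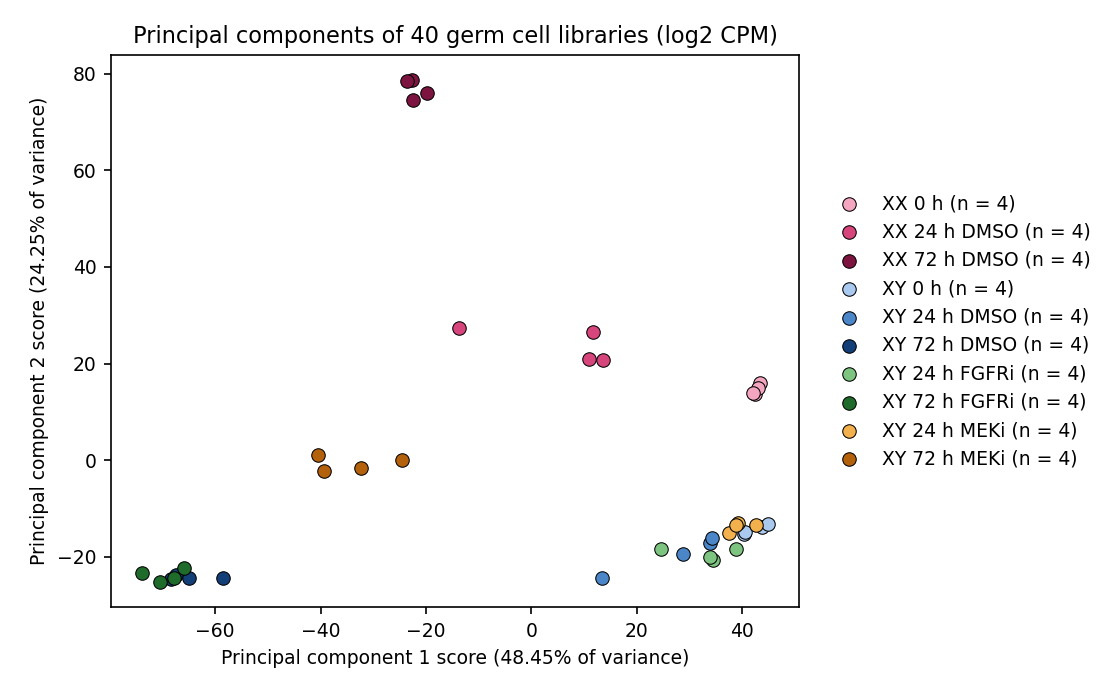
Scores of the 40 libraries on the first and second principal components of log2 CPM, coloured by group with 4 points per group; the axes give the percent of variance (48.45 and 24.25). XX 72 h DMSO germ cells lie apart on the second component, XY 72 h DMSO and FGFRi germ cells overlap, and XY 72 h MEKi germ cells lie between these and the 24 h XY groups on the first component and nearer to the XX groups than any other XY group on the second.

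The XX and XY germ cells before culture and in DMSO were compared to follow how the sexes diverge. At 0 h, 205 genes were higher and 252 lower in XY than in XX germ cells (FDR under 0.05 against a 1.5-fold change). Id1 (chromosome 2, 152566218 to 152579544, GRCm39) was lower in XY, at 7.96 ± 1.80 against 182.3 ± 32.1 CPM, with a log2 fold change of -4.45 (SE 0.257, FDR 1.377e-17 by limma). The number of DEGs moved most with the test: 2249 genes were called by limma eBayes when a fold over 1.5 was observed rather than tested. It fell to 298 without XY 0 h replicate 3. When the share of counts tied to a common sample index was taken out, 164 of the 205 higher genes were still called.

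In XY germ cells, 24 h in DMSO gave 246 genes higher and 203 lower than at 0 h, both in pool 1, and 263 genes in all without XY 0 h replicate 3. Nanos2, a regulator of male germ cell fate (chromosome 7, 18721325 to 18722887), went from 0.853 ± 0.354 to 21.8 ± 11.8 CPM, a log2 fold change of 4.17 (SE 0.573, FDR 9.371e-06 by limma). Ptgs1 (chromosome 2, 36120438 to 36142287) fell from 41.1 ± 6.36 to 1.84 ± 0.910 CPM, a log2 fold change of -4.48 (SE 0.433, FDR 1.952e-09 by limma). By 72 h, 3087 genes were higher and 2325 lower than at 0 h. Piwil4 (chromosome 9, 14607526 to 14652036) had a log2 fold change of 4.80 (SE 0.242, FDR 4.443e-21 by limma), from 10.4 ± 3.56 to 261.4 ± 21.0 CPM. Lefty2 (chromosome 1, 180720635 to 180726932) had a log2 fold change of -6.84 (SE 0.417, FDR 1.196e-18 by limma), from 302 ± 27.2 to 2.41 ± 0.613 CPM. The 72 h and 0 h libraries were in different pools, so pool and time cannot be told apart for any single gene. Comparisons at 24 h that also cross the pools called far fewer genes, 40 for FGFRi v DMSO and 16 for MEKi v FGFRi. Unless FGFRi offset it, this argues against a pool that shifts all its libraries alike as the source of the XY 72 h lists as a whole. A shift of all libraries alike would act on XX libraries too, so the same holds for the XX 72 h lists as a whole. No XX groups of the same culture time were compared across the pools, so a pool effect limited to XX libraries stays open.

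In XX germ cells, 354 genes were higher and 139 lower after 24 h in DMSO than at 0 h, and 318 in all without XX 0 h replicate 4. Stra8, a gene required for meiotic entry (chromosome 6, 34897098 to 34916279), went from 92.7 ± 16.1 to 972.3 ± 262.7 CPM, with a log2 fold change of 3.27 (SE 0.166, FDR 1.581e-18 by limma). Nxf2 (chromosome X, 133845274 to 133865516) went from 3.67 ± 1.35 to 84.6 ± 46.2 CPM, a log2 fold change of 4.40 (SE 0.563, FDR 2.447e-06 by limma). Spocd1 (chromosome 4, 129822561 to 129850908) had 0 counts in all 4 XX 0 h libraries, where a floor of 3 counts over the group is 0.295 CPM, and 8.47 ± 4.05 CPM at 24 h, at least 28.7-fold higher. Its fitted log2 fold change was 5.25 (SE 0.742, FDR 1.087e-05 by limma), and 1.01 (FDR 1.0) once the counts tied to the common sample index were taken out. After that step, 284 of the 354 higher genes were still called. By 72 h, 2865 genes were higher and 2810 lower than at 0 h. Morn5 (chromosome 2, 35939379 to 35969730) rose from 0.659 ± 0.660 to 28.8 ± 5.54 CPM, a log2 fold change of 5.71 (SE 0.621, FDR 3.168e-10 by limma). Phlda2 (chromosome 7, 143055282 to 143056887) fell from 281.9 ± 49.5 to 4.32 ± 3.18 CPM, a log2 fold change of -6.20 (SE 0.475, FDR 3.303e-15 by limma).

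Between the sexes, 610 genes were higher and 914 lower in XY than in XX germ cells after 24 h in DMSO, and 3482 higher and 2768 lower after 72 h. At 24 h, Pmaip1 (chromosome 18, 66591604 to 66598636) was at 66.5 ± 4.56 CPM in XY and 1.17 ± 0.471 CPM in XX germ cells, with a log2 fold change of 5.60 (SE 0.490, FDR 9.662e-12 by limma). Gata2 (chromosome 6, 88170559 to 88184018) was at 3.55 ± 1.54 and 132.9 ± 28.4 CPM, with a log2 fold change of -5.23 (SE 0.412, FDR 3.806e-13 by limma). At 72 h, Piwil4 had a log2 fold change of 7.42 (SE 0.571, FDR 2.504e-15 by limma) and Terb1 (chromosome 8, 105173351 to 105236545) one of -6.37 (SE 0.400, FDR 2.239e-18 by limma), with 3.67 ± 1.22 CPM in XY and 319.4 ± 16.9 CPM in XX germ cells. The XY minus XX difference itself differed between 72 h and 0 h for 4406 genes, 2440 of them with a positive and 1966 with a negative interaction.

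**Figure D2:**
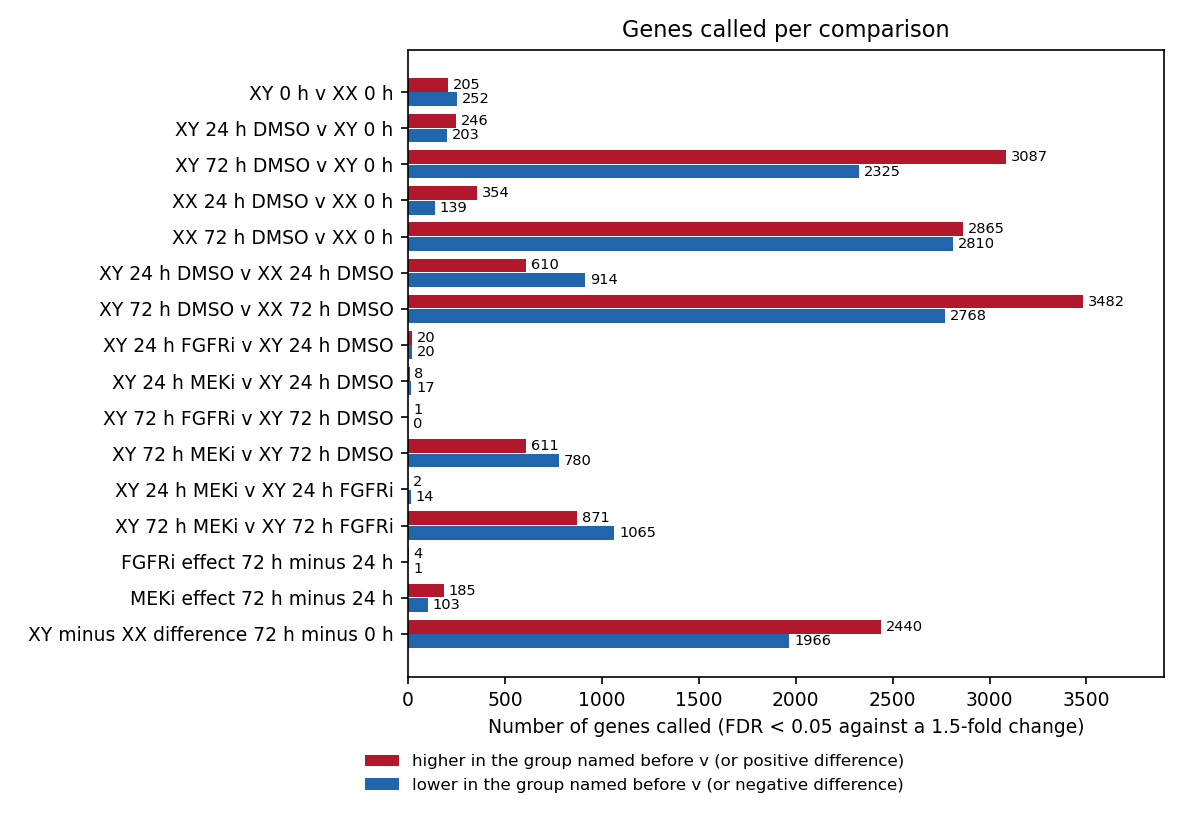
Number of genes called per comparison (limma treat against 1.5-fold, FDR under 0.05, n = 4 libraries per group), with higher and lower genes as separate bars from 0. The 72 h contrasts of XY with XX and of MEKi with DMSO hold many more genes than the 24 h inhibitor contrasts, and 72 h FGFRi v DMSO holds 1.

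XY gonads were treated for 24 h to find the first responses of germ cells to FGFR or MEK1/2 inhibition. With FGFRi, 20 genes were higher and 20 lower than in DMSO. These libraries were in different pools, so treatment and pool cannot be told apart in this contrast. The count was 24 without XY 24 h DMSO replicate 5 and 25 without XY 24 h FGFRi replicate 4. Etv4, a transcription factor gene (chromosome 11, 101660568 to 101676197), had 0 counts in all 4 FGFRi libraries, where the floor of 3 counts over the group is 0.499 CPM, and 27.9 ± 7.19 CPM in DMSO, at least 56.0-fold higher. Its fitted log2 fold change was -6.40 (SE 0.617, FDR 1.899e-09 by limma). Ret, a receptor tyrosine kinase gene (chromosome 6, 118128706 to 118174769), went from 30.8 ± 4.63 to 1.37 ± 1.58 CPM, a log2 fold change of -4.98 (SE 0.618, FDR 2.344e-06 by limma), and Pmaip1 from 66.5 ± 4.56 to 7.86 ± 3.06 CPM, a log2 fold change of -3.10 (SE 0.292, FDR 1.895e-08 by limma). Irx3 (chromosome 8, 92525153 to 92528695) was higher, at 11.8 ± 2.36 against 1.91 ± 1.45 CPM, with a log2 fold change of 2.57 (SE 0.506, FDR 0.0497 by limma), a call that was lost in 9 of 18 other settings. Nanos2 did not differ detectably, at 19.6 ± 3.18 with FGFRi and 21.8 ± 11.8 CPM in DMSO (log2 fold change -0.026, SE 0.266).

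With MEKi for 24 h, a comparison within pool 1, 8 genes were higher and 17 lower than in DMSO. Nanos2 was at 1.94 ± 0.694 CPM, a log2 fold change of -3.20 (SE 0.501, FDR 0.00152 by limma), which is 9.22-fold lower. Etv4 was at 1.73 ± 1.32 CPM, a log2 fold change of -3.96 (SE 0.458, FDR 1.241e-06 by limma). Stra8 was higher, at 479.1 ± 68.0 against 106.5 ± 10.4 CPM, with a log2 fold change of 2.19 (SE 0.174, FDR 2.069e-09 by limma), and its FDR was 0.0624 when no filter on low counts was used. Sohlh1 (chromosome 2, 25733007 to 25737351) was lower, with a log2 fold change of -4.06 (SE 0.729, FDR 0.00580 by limma), and was not called without XY 24 h MEKi replicate 6 or when the counts tied to the common sample index were taken out, which also removed Nxf2 and Hba-a2 from the called genes. The globin gene Hbb-y (chromosome 7, 103500956 to 103502423) was higher, with a log2 fold change of 3.55 (SE 0.617, FDR 0.00545 by limma), and was lost in 5 of 18 other settings, among them without XY 24 h DMSO replicate 4 and without replicate 5. Genes of blood and gonadal somatic cells took 0.0428 ± 0.012 percent of the counts with MEKi and 0.0221 ± 0.0065 percent in DMSO (exact permutation p = 0.02857, adjusted p = 0.1143 over 4 comparisons). Most of this rise lay in the blood genes, at 0.0270 ± 0.013 against 0.0082 ± 0.0042 percent, while the genes of gonadal somatic cells were at 0.0157 ± 0.0025 and 0.0139 ± 0.0048 percent. The gonadal share rests largely on Pecam1, at a mean of 79.7 CPM of total counts with MEKi and 59.4 CPM in DMSO. Sox9, the next highest, was at 15.6 and 22.6 CPM. Before culture, XY germ cells had 95.3 CPM of Pecam1. Cdh5 and Kdr, the other endothelial genes of the list, were there at 2.29 and 1.16 CPM. The Pecam1 counts may thus come from germ cells, so the gonadal share is a weak measure of somatic cells.

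The genes called with both inhibitors at 24 h were Etv1, Etv4, Lrrfip1, Pdk1, Pmaip1 and Ret, and all 6 were lower. Both contrasts use the same DMSO libraries, and in 40 simulations of unchanged groups against them equally long lists of the top genes shared 1 to 8 genes, although none was called. When each contrast was given 2 of the 4 DMSO libraries, so that no control was shared, 5 or 6 of these genes were called in both contrasts in each of the 6 divisions, where 0.00944 to 0.0462 genes were expected (Fisher's exact test, p from 4.878e-17 to 7.524e-10). The rotation test roast in limma, planned for these 6 genes in the MEKi contrast, reached the limit that its rotations allow, and it adds no independent evidence because the 6 genes were selected by being called in that same contrast. The log2 fold changes of all genes in both contrasts had a correlation across genes of 0.496, just above the 0.430 to 0.487 of the simulations, and genes are not independent replicates. Compared directly, 24 h MEKi and FGFRi differed in 16 genes, 2 higher and 14 lower with MEKi, and these groups were in different pools. Nanos2 was lower (log2 fold change -3.18, SE 0.513, FDR 0.00649 by limma), with an FDR of 0.0623 without XY 24 h MEKi replicate 1, and Stra8 higher (2.14, SE 0.179, FDR 5.8e-08 by limma), with an FDR of 0.0777 when no filter on low counts was used. The count of 16 fell to 7 without XY 24 h MEKi replicate 1, 8 without replicate 6, and 9 without XY 24 h FGFRi replicate 4 or replicate 5.

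**Figure D3:**
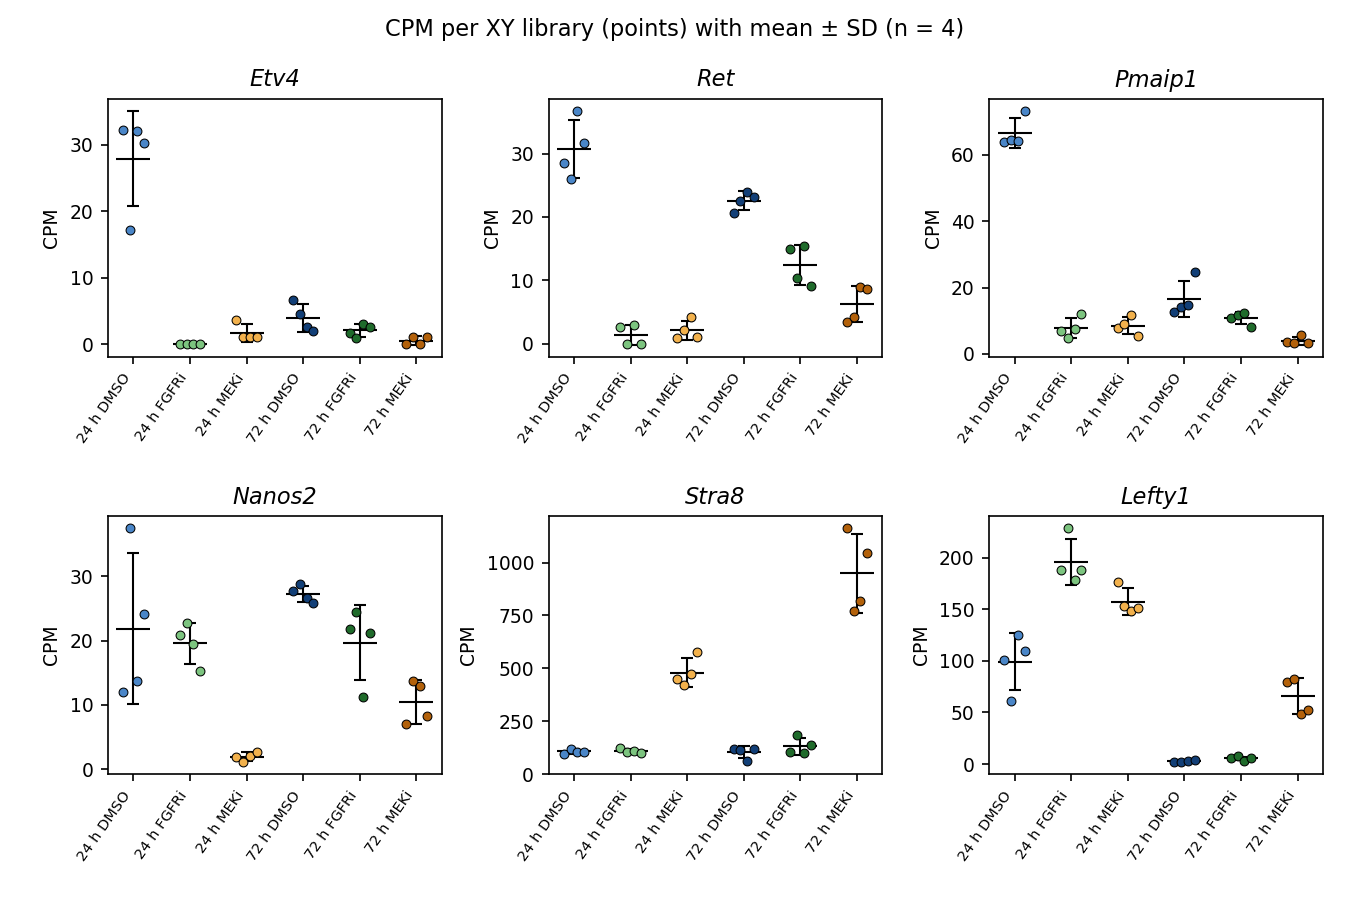
CPM of 6 genes in each XY library (points, n = 4 per group) with mean and SD, for 24 h and 72 h of DMSO, FGFRi or MEKi. Etv4, Ret and Pmaip1 are low with both inhibitors at 24 h, whereas Nanos2 is low and Stra8 high with MEKi only, and Lefty1 stays at 65.8 CPM with MEKi at 72 h.

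After 72 h, a comparison within pool 2, only Abca1 (chromosome 4, 53030787 to 53159900) was called with FGFRi. It was higher, at 128.8 ± 19.2 against 50.7 ± 2.07 CPM in DMSO, a log2 fold change of 1.39 (SE 0.125, FDR 0.000276 by limma). By limma treat 89 genes had an unadjusted p under 0.05, and edgeR glmTreat called 2 genes. With MEKi, 611 genes were higher and 780 lower than in DMSO. Lefty1, a target of NODAL signalling (chromosome 1, 180762587 to 180765971), was at 65.8 ± 17.7 with MEKi and 2.63 ± 0.97 CPM in DMSO, with a log2 fold change of 4.50 (SE 0.459, FDR 2.434e-09 by limma), while XY germ cells at 0 h had 156.6 ± 10.2 CPM. Stra8 was at 948.5 ± 185.8 against 101.9 ± 28.5 CPM, a log2 fold change of 3.18 (SE 0.164, FDR 2.343e-18 by limma). XX germ cells had 695.8 ± 143 CPM of Stra8 at 72 h. Dnmt3l (chromosome 10, 77877781 to 77899456) was at 13.4 ± 6.09 against 137.8 ± 29.0 CPM, a log2 fold change of -3.17 (SE 0.198, FDR 4.385e-15 by limma). Hsd17b2 (chromosome 8, 118428254 to 118485774) was among the genes with the largest fall, at a log2 fold change of -4.52 (SE 0.609, FDR 1.823e-06 by limma). Nanos2 was at 10.5 ± 3.38 against 27.3 ± 1.30 CPM, a log2 fold change of -1.25 (SE 0.234, FDR 0.0377 by limma), and this call was lost in 9 of 18 other settings. The percent of counts from somatic and blood genes was 0.0171 ± 0.0060 with MEKi and 0.0174 ± 0.0021 in DMSO (exact permutation p = 1.0), and for FGFRi against DMSO the adjusted p was 0.1524 at both times.

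The MEKi genes at 72 h were set against the sex difference at 72 h, since both contrasts use the XY 72 h DMSO libraries. Of the 780 genes lower with MEKi, 694 (89.0%) were higher in XY than in XX germ cells, against 22.8% of all tested genes. In simulations of an unchanged MEKi group the figure was 20.3 to 28.2%. Of the 611 genes higher with MEKi, 399 (65.3%) were higher in XX than in XY germ cells, against 18.2% of all tested genes and 22.9 to 30.9% in the simulations (Fisher's exact test, p = 1.616e-153). Of those 399 genes, 27 were already higher in XX at 0 h, 370 were not called between the sexes at 0 h and 2 were higher in XY. In a comparison across the pools, 247 of the 399 were also higher in XY 0 h than in XY 72 h DMSO germ cells. The opposite overlaps held 2 of 780 and 13 of 611 genes.

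**Figure D4:**
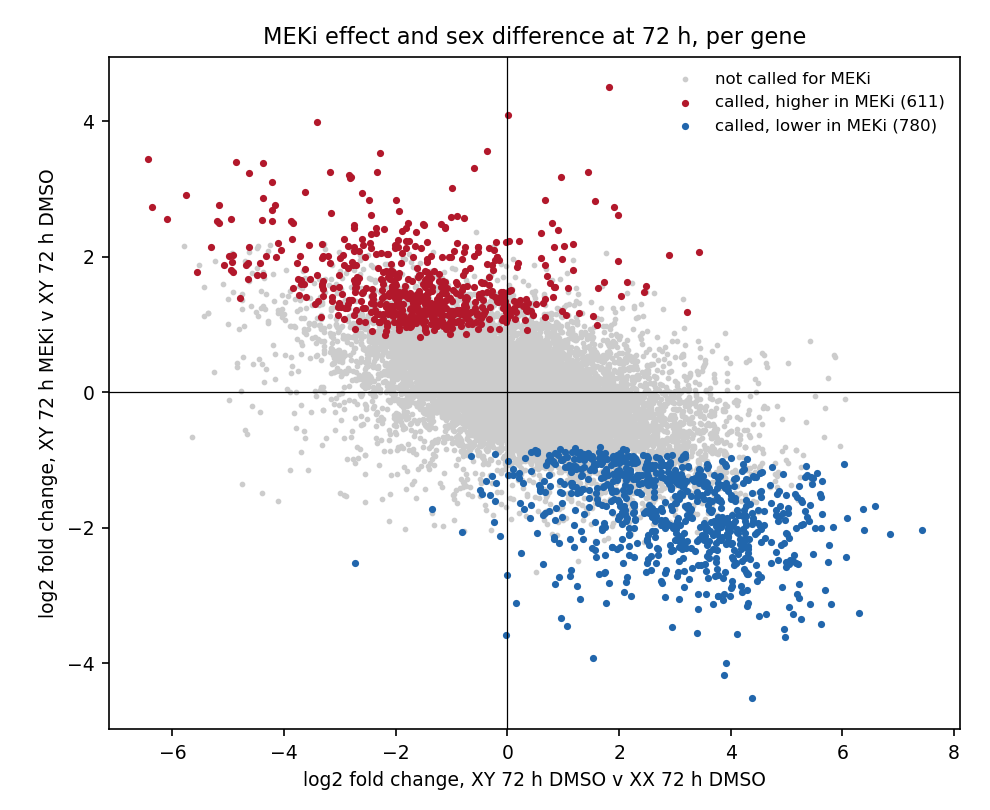
Log2 fold change of each of 15252 genes between MEKi and DMSO in XY germ cells at 72 h (vertical axis) against that between XY and XX germ cells in DMSO at 72 h (horizontal axis), 1 point per gene. Of the genes lower with MEKi, 694 of 780 were called higher in XY, and of those higher with MEKi, 399 of 611 were called higher in XX.

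Directly compared at 72 h, MEKi and FGFRi differed in 1936 genes, 871 higher and 1065 lower with MEKi. Lefty1 was among them (log2 fold change 3.42, SE 0.279, FDR 8.887e-12 by limma). The effect of MEKi differed between 72 h and 24 h for 288 genes (185 positive and 103 negative), a test in which a constant difference between pools cancels, and the count was 184 without XY 24 h DMSO replicate 5. Lefty1 was again among them (interaction 3.86, SE 0.479, FDR 9.425e-06 by limma). For FGFRi the interaction was called for Etv4, Ret, Pmaip1, Nherf1 and Sparcl1, 4 positive and 1 negative, but here a difference between the pools does not cancel. The interaction of Etv4 was 5.199 (SE 0.785, FDR 0.00201 by limma) and that of Ret 4.15 (SE 0.661, FDR 0.00386 by limma), which was not called without XY 24 h FGFRi replicate 5. The count was 3 without XY 72 h FGFRi replicate 2 or without XY 72 h DMSO replicate 2.

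The lists fixed beforehand were tested with fry, and adjusted p are over 4 lists in 16 contrasts. Of 14 ERK feedback and target genes, 12 were tested, and their median log2 fold change was -0.549 with 24 h FGFRi (adjusted p 5.288e-06 by fry in limma) and -0.710 with 24 h MEKi (adjusted p 0.000254). Over all genes, 2 of them were called with FGFRi and 0 with MEKi, while adjusted over the list alone 4 were lower with FGFRi, and 3 lower and 1 higher with MEKi. At 72 h the median was -0.105 with FGFRi (adjusted p 0.309 by fry) and 0.396 with MEKi (adjusted p 0.0791 by fry). The 57 genes discussed in the study had a fry adjusted p of 2.709e-05 with 24 h FGFRi, 0.000741 with 24 h MEKi, 0.818 with 72 h FGFRi and 0.287 with 72 h MEKi. The test is for a change in 1 direction, and with 72 h MEKi 19 of the 57 were called lower and 21 higher over all genes. With 24 h MEKi their median (0.011) and mean (-0.353) differed in sign, the test being downward. The 8 inhibited kinases and receptors, 7 of them tested, gave an adjusted p of 0.797, 0.881, 0.337 and 0.569 by fry in the same order, although 1 was called lower and 2 higher with 72 h MEKi. The 26 somatic and blood markers, 20 tested, gave 0.881, 0.0132 (upward), 0.106 and 0.513, and 5 were higher with 24 h MEKi adjusted over the list alone.

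Pools 1 and 2 used the same sample index for 16 pairs of libraries, and counts in pool 1 libraries followed those of the pool 2 library with the same index. XX 24 h DMSO libraries, whose partners are XY 72 h FGFRi libraries, held 13 to 39 counts of the 4 Y-linked genes, 88 in all, against 21 in the XX 0 h libraries, whose partners are XX. Net of the XX 0 h level this was 3.25% of the partners' counts (95% exact interval 2.53 to 4.09), and 2.36 to 3.98% per library. Over the 16 pool 1 libraries with a partner, the slope on the partner's counts within groups was 3.2%, above the 3.11% that was the highest of 2000 permutations of the partners. In the reverse direction it was 0.192% (permutation p = 0.2389).

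**Figure D5:**
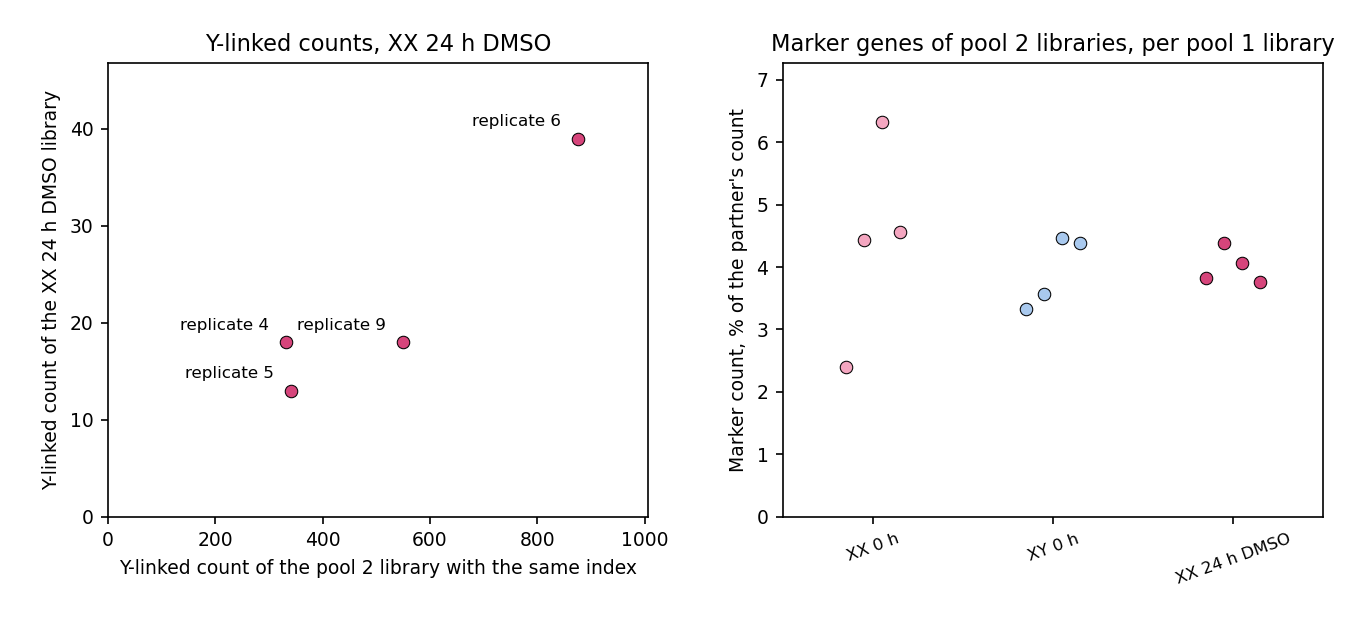
Left, counts of 4 Y-linked genes in each XX 24 h DMSO library against those of the pool 2 library with the same sample index. Right, counts of marker genes of pool 2 libraries in 12 pool 1 libraries, as a percent of the partner's count, with 1 point per library (range 2.40 to 6.32).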

Values the study reported

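The study reported 183 genes higher in XY and 234 higher in XX germ cells at E12.5. In XY germ cells it reported 211 genes up and 217 down after 24 h of culture, and 3437 up and 2160 down after 72 h. In XX germ cells it gave 340 up and 157 down after 24 h, and 3214 up and 2592 down after 72 h. Between XY and XX germ cells it gave 589 and 978 genes at 24 h, and 3548 and 2898 at 72 h. For 24 h of treatment the study reported 43 DEGs with FGFRi and 25 with MEKi, of which 9 were common to both. It stated that Nanos2 was 9.12-fold lower after 24 h of MEKi. After 72 h it reported 1 DEG with FGFRi, and 817 genes lower and 586 higher with MEKi. Of the 817, 686 were genes normally higher in XY germ cells, and of the 586, 382 were normally higher in XX germ cells. The study added that most of these 382 were already at similar levels in germ cells at E12.5. It read this as fitting a block of differentiation rather than feminisation.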

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

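The tests of male cells and of the shared sample index on the Y-linked counts of XX 24 h libraries, of depth on the X-linked percent, of the shared index on the MEKi interaction, and of permuted residuals, depth and pool on the interactions were chosen only after the result was seen.

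Among 107 sets of 4 libraries, 7 had a library set apart from the others by Dixon's test, where chance gives about 5.35. The number of such libraries is therefore close to what chance gives, and the 7 cases lie in different libraries.

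The percent of counts from X-linked genes was 3.44 in XX 0 h replicate 2 and 3.60 to 3.62 in the other 3 libraries. This library had the lowest total of its group, 1454940 counts. Over the other 39 libraries, the percent rose with the log2 total count within groups (Pearson r = 0.587, Spearman rho = 0.616, permutation p = 0.00039, and r = 0.559 without the 2 libraries farthest from the median depth). Within pool 1 r was 0.406 and within pool 2 it was 0.703. A candidate explanation is thus the low depth of this library. What makes the percent rise with depth was not settled. No biological explanation was tested. The difference between XX and XY at 0 h is not affected in direction, at 0.764 to 0.839 percentage points with each library left out in turn.

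The 4 Y-linked genes took 0.00189 percent of the counts in XX 24 h DMSO replicate 6 and 0.000577 to 0.000722 percent in the other 3 libraries. Male germ cells mixed into this library would bring all their transcripts. Yet genes high in XY and low in XX germ cells were at 5.57% of the XY 24 h DMSO level in this library and at 8.39 to 11.5% in the others, whereas the Y-linked genes were at 9.97% here and at 3.04 to 3.81% there, and the X-linked percent was the highest of the 4 (3.845). This argues against XY cells in the library. The library has the same sample index as the deepest library of pool 2, XY 72 h FGFRi replicate 2 with 5199153 counts, and its Y-linked counts net of the XX 0 h level are 3.98% of that partner's. Over the 4 XX 24 h libraries the figure is 3.25% (95% interval 2.53 to 4.09), with no difference between the libraries (p = 0.4392 by a chi-square test with 100000 simulated draws), while their own depth did not account for the counts (p = 1e-05 by the same test, the smallest it can give). Counts carried from pool 2 into pool 1 through the shared index are thus a candidate source.

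In 5 gene-level cases a single library was set apart. Abca1 was at 53.7 CPM in XY 72 h DMSO replicate 6 and 49.3 to 49.9 CPM in the others. Pmaip1 was at 73.3 CPM in XY 24 h DMSO replicate 5 and 63.8 to 64.6 CPM in the others. Etv4 was at 17.2 CPM in XY 24 h DMSO replicate 3 (33 counts) and 30.3 to 32.2 CPM in the others. In XY 24 h MEKi replicate 1 Etv4 was at 3.72 CPM (8 counts), where the others had 1.058 to 1.095 CPM. Stra8 was at 59.2 CPM in XY 72 h DMSO replicate 5 and 113.7 to 117.4 CPM in the others. No technical or biological explanation was tested for these, since a single library cannot be set against the spread between libraries. The calls of Abca1 with 72 h FGFRi, of Etv4 and Pmaip1 with 24 h FGFRi, of Etv4 with 24 h MEKi and of Stra8 with 72 h MEKi were kept with any 1 library left out.

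There were 3 differences between groups, tested as interactions. For each of them, 1 of 100 draws of permuted residuals of the model without the interaction, the real one, gave as many genes, and the other draws gave 0. The FGFRi effect at 72 h less that at 24 h was called for 5 genes, and 1 of 100 splits of the same libraries, the real one, gave as many. This argues against chance, at the smallest share that 100 splits can give. A pool that shifts all its libraries alike would not lower the same genes with 24 h MEKi, within the pool of the DMSO libraries, yet 3 of the 5 (Etv4, Ret and Pmaip1) were called there too. They were called in both in each of 6 divisions of the 24 h DMSO libraries that left the contrasts no common 24 h control, where 0.00236 to 0.00603 genes were expected. For the other 2, Nherf1 and Sparcl1, the pool stays open because 24 h FGFRi was in another pool than 24 h DMSO. With all libraries thinned to the smallest total 1 of the 5 was still called over all genes, but thinning also lowers the power of the test. The changes kept their size (median ratio 0.9596), and all 5 passed when adjusted over these genes alone, so a difference in library depth between the groups does not account for them. The MEKi effect at 72 h less that at 24 h was called for 288 genes. In a fit of these 16 libraries alone the real split gave 252 genes, and 1 of 100 splits, the real one, gave as many, with at most 226 in the others. After thinning 129 of the 288 were still called over all genes, while the median ratio of the changes was 0.9831 and 268 passed when adjusted over these genes alone, so a difference in library depth between the groups does not account for the list as a whole. With the Y-based share of the index partner taken out, 241 of the 288 remained, so counts shared through the index do not account for the whole. A longer exposure remains a candidate explanation beside the age of the cells, and the design does not separate them.

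The XY minus XX difference at 72 h less that at 0 h was called for 4406 genes. Here 16 of 100 splits gave as many genes, but this count decides nothing. All 16 were among the 54 splits in which at least 6 of the 8 72 h libraries stayed in place or were mirrored, and such splits keep most of the 72 h sex difference. In a fit of these 16 libraries alone the real split gave 4150 genes, the median of the others was 2892 and the highest was 4911. With the permuted residuals, which hold the effects of sex and time in place, 1 of 100 draws gave as many. This argues against chance, at the smallest share that 100 draws can give. After thinning 3317 of the 4406 were still called, with a median ratio of the changes of 0.9931, so a difference in library depth between the groups does not account for the whole.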

How the results depend on the processing

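The correction for counts shared through the sample index, and the fits of the block libraries without the block, were chosen only after the data were seen. The other alternatives were fixed before the data were examined.

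Over 63 results and 1158 values under alternatives, 1057 stayed on the same side of the threshold, within 1.5 times the count or, for a share without a library, within 1 SD, 30 were weaker and 71 moved. No called value changed its sign. Values that were not called could do so, as did the log2 fold change of Nanos2 with 24 h FGFRi (-0.2153 to 0.2571) and the difference in the somatic percent with 72 h MEKi (-0.003308 to 0.001021 with each library left out). For the named genes 658 of 688 values kept their call and 30 lost it. With voom without quality weights, and with the index correction, every count and percent stayed within 1.5 times its value. DESeq2 size factors moved no count by more than 1.5 times, but shifted the median log2 fold change by 0.103 for XY 72 h v 0 h and 0.0967 for XX 72 h v 0 h, and changed the share of positive calls in the MEKi interaction from 64.2 to 54.1%. The percents of MEKi genes that follow the sex difference at 72 h stayed between 84.6 and 89.9 (lower genes) and between 62.3 and 68.7 (higher genes) with each library left out.

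Counts depended most on whether a 1.5-fold change was tested or only observed. With limma eBayes and an observed fold, the counts were 2249 (XY v XX 0 h), 2330 (XY 24 h v 0 h), 8348 (XY 72 h v 0 h), 3008 (XX 24 h v 0 h), 4299 (XY v XX 24 h), 630 (24 h FGFRi), 556 (24 h MEKi), 86 (72 h FGFRi), 4748 (72 h MEKi), 435 (MEKi v FGFRi 24 h), 5266 (MEKi v FGFRi 72 h), 563, 2889 and 7606 (the FGFRi, MEKi and sex interactions) and 157 (shared by both inhibitors at 24 h). With edgeR glmQLFTest and an observed fold they were 1992, 2266, 8246, 3244, 4552, 584, 574, 19, 4479, 430, 5034, 361, 2532, 7242 and 145 in the same order, and 8536 for XX 72 h v 0 h. The alternative itself accounts for this, since it drops the test against 1.5-fold.

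With edgeR glmTreat, counts rose to 702 (XY 24 h v 0 h), 1101 (XX 24 h v 0 h), 2360 (XY v XX 24 h), 65 (24 h FGFRi), 39 (24 h MEKi), 2 (72 h FGFRi), 27 (MEKi v FGFRi 24 h), 9 and 494 (FGFRi and MEKi interactions) and 10 (shared at 24 h), and the DESeq2 Wald test gave 182 for the MEKi interaction. Without a filter, 42 genes differed between MEKi and FGFRi at 24 h and 15 had an FGFRi interaction. With a mean of at least 5 CPM, 25 genes were called for 24 h FGFRi, and with only the libraries compared 2 for 72 h FGFRi. The cause was not tested for these.

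The replicate numbers did not pair the libraries, since deviations of libraries with the same number had correlations of -0.168 to 0.198. With the number as a block, over the libraries that share numbers, the counts were 116 (XY v XX 0 h), 403 (XY 24 h v 0 h), 3788 (XY 72 h v 0 h), 183 (XX 24 h v 0 h), 1039 (XY v XX 24 h), 18 (24 h FGFRi), 10 (24 h MEKi), 3 (72 h FGFRi), 1102 (72 h MEKi), 12 (MEKi v FGFRi 24 h) and 1755 (MEKi v FGFRi 72 h). Without the block the same libraries gave 285 (XY v XX 0 h), 190 (XX 24 h v 0 h), 921 (XY v XX 24 h), 26 (24 h FGFRi), 5 (24 h MEKi), 2 (72 h FGFRi) and 5 (MEKi v FGFRi 24 h), so fewer libraries account for much of the difference. No paired analysis was possible for XX 72 h v 0 h and XY v XX 72 h because they share 1 number. The block was not run for the interactions, overlaps and shares.

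With each library left out in turn the counts ran from 298 to 433 (XY v XX 0 h, lowest without XY 0 h replicate 3), 263 to 455 (XY 24 h v 0 h, lowest without XY 0 h replicate 3), 318 to 470 (XX 24 h v 0 h, lowest without XX 0 h replicate 4), 24 to 42 (24 h FGFRi, 24 without DMSO replicate 5 and 25 without FGFRi replicate 4), 7 to 15 (MEKi v FGFRi 24 h, 7 and 8 without MEKi replicates 1 and 6, and 9 without FGFRi replicate 4 or 5), 1 to 2 (72 h FGFRi, 2 without DMSO replicate 4), 3 to 7 (FGFRi interaction, 3 without 72 h FGFRi replicate 2 or 72 h DMSO replicate 2) and 184 to 321 (MEKi interaction, lowest without XY 24 h DMSO replicate 5). The counts of 24 h MEKi (19 to 31), 72 h MEKi (1141 to 1363) and genes shared at 24 h (6 to 9) stayed within 1.5 times. Fewer libraries account for part of these falls.

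Depth limits the low counts. With all libraries thinned to the smallest total, 22 of the 40 genes of 24 h FGFRi, 19 of the 25 of 24 h MEKi 872 of the 1391 of 72 h MEKi, 6 of the 16 of MEKi v FGFRi 24 h, 1080 of the 1936 of MEKi v FGFRi 72 h, and 1 of 5, 129 of 288 and 3317 of 4406 of the FGFRi, MEKi and sex interactions remained. In simulated data most 2-fold changes were not called at 4 libraries per group, so a gene that was not called is not shown to be unchanged.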

Other observations

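The tests of the pool with divided DMSO libraries on the 24 h FGFRi genes, of blood cells on the 24 h MEKi genes, of somatic cells on the higher and the lower 72 h MEKi genes, of reads carried within a pool on the 24 h MEKi genes, of XY reads or cells and of the shared index on genes that rose in both sexes, and of the shared index on Spocd1, Dnmt3l and the genes higher in XY at 0 h were chosen only after the result was seen.

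For each of the 13 contrasts of 1 group with another, the 8 libraries were fitted alone in all 35 splits. Only the real split, 1 of 35, gave as many genes. This argues against chance, but 1 of 35 is the smallest share that these splits can give. It was not adjusted over the 13 contrasts. The counts of these fits differ from those of all 40 libraries, with 36 genes for 24 h FGFRi, 26 for 24 h MEKi, 1249 for 72 h MEKi, and for 72 h FGFRi only 2, against 0 in its other splits. That includes 24 h FGFRi v DMSO, where the real split is also the split by pool, for which no within-pool value can be had.

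Several technical explanations of the 40 genes of 24 h FGFRi were weighed. After the share of reads carried over within each pool was taken out, 33 of the 40 remained, and after GC content and gene length were regressed out 37. After the index partner's share was taken out 37 remained, and with all libraries thinned to the smallest total 22. None of these accounts for the whole list. A pool that shifts all its libraries alike would not lower the same genes with MEKi, which was in the DMSO pool, yet 6 genes were called in both contrasts. With each contrast given its own 2 of the 4 DMSO libraries, at least 5 of the 6 were called in both in each of the 6 divisions, where 0.00944 to 0.0462 genes were expected (Fisher's exact test, p at most 7.524e-10, taking genes as independent). For the 34 genes called with FGFRi alone, such a shift would also appear between the 24 h and 72 h DMSO libraries. Signed by the FGFRi change, XX germ cells shifted by 0.161 on the log2 scale where 2.04 was needed, which is -9.80 SD of matched random lists from the needed value. This assumes that time adds no opposite shift of that size. Of these 34 genes, 85.3% had the same sign with MEKi, where simulations with FGFRi changed and MEKi unchanged gave 58.1 to 81.5%. Those simulations called 18 to 39 genes with FGFRi, against 40 in the data. With both groups unchanged, equally long lists of top genes gave 82.5 to 100%, a range that holds the observed value. The shared DMSO libraries can thus give such a percent, and it decides nothing alone. An effect of FGFR inhibition on these genes remains a hypothesis, as the contrast itself cannot be told apart from the pool.

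The 72 h MEKi genes were tested in the same way. Gonadal somatic genes took 0.0144 ± 0.0053 percent of the counts with MEKi and 0.0125 ± 0.0019 in DMSO, a gain of 0.00182, while blood genes fell. The median fall of the 780 lower genes would need 68.7% of other cells, so more somatic cells in the sort do not account for this list as a whole. The 611 higher genes had a median log2 fold change of 1.433, while the share of gonadal somatic genes was only 1.145 times that in DMSO. Of 20 somatic and blood markers tested, 8 were higher and 12 lower (adjusted p 0.5127 by fry). Added somatic cells would raise somatic genes at least as much as other genes. These values therefore argue against more somatic cells as the source of the 611 genes as a whole, though not for each single gene. With all libraries thinned to the smallest total, 872 of the 1391 genes remained. The hypothesis that MEKi-treated XY germ cells keep the levels of the starting cells, rather than move toward XX levels, was tested on genes that differ from XY 72 h DMSO in only 1 of these. Of genes higher only at XY 0 h 9.21% were called higher with MEKi, and of genes higher only in XX 72 h 7.55% (Fisher's exact test, p = 0.09431). For lower genes it was 5.14% and 6.46% (Fisher's exact test, p = 0.1629). Neither direction tells these ideas apart. Genes that differ in both made up 585 of the 780 lower but only 247 of the 611 higher genes. Nodal had a log2 fold change of 2.16 with 72 h MEKi but was not called (FDR 0.1028 by limma).

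MEKi differed from FGFRi at 72 h in more genes (1936) than it did from DMSO (1391). With all libraries thinned to 1 total the counts were 1154 and 930, a ratio of 1.24, so deeper FGFRi libraries may account for part of the excess but not for the whole. FGFRi could also shift the MEKi genes the opposite way. Of the MEKi genes 58.9% had the same sign with FGFRi, where simulations with FGFRi unchanged gave 59.6 to 65.5%. That is just outside a range that takes genes as independent, so it cannot be told apart from no shift.

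Among the 25 genes of 24 h MEKi were 3 globin genes. Blood cells carried into the sort could raise them, and the other erythroid genes were together at 143.6 CPM of total counts with MEKi and 54.1 in DMSO (exact permutation p = 0.05714), which leaves this open. The other 22 genes were 17 lower and 5 higher. Blood cells could lower germ cell transcripts only by dilution, and the median fall of the 17 would need 86.8% of other cells, while erythroid genes took 0.0309 percent of the counts, so blood cells do not account for these. With erythroid counts as a covariate in a fit of the 8 libraries, 7 of the 17 were still called. Of the 5 higher genes 4 were tested in this fit. Stra8 and 1 other were still called, with a median ratio of log2 fold changes with and without the covariate of 1.161. Its 2 values were unlike. Stra8 went from 2.19 without to 1.94 with the covariate, and the other gene from 1.40 to 2.02. Erythroid levels did not overlap (196.3 to 512.2 CPM with MEKi, 40.4 to 136 in DMSO), so the covariate is hard to tell apart from treatment. Both genes were also picked for being still called. The values argue only weakly against blood cells as the whole of their rise. For the other 3 (median ratio 0.7759 in the 2 tested) blood cells stay open. After within-pool carry-over was taken out 24 of the 25 remained, and after the index partner's share 22, the lost ones being Hba-a2, Sohlh1 and Nxf2.

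The counts shared through the sample index bear on genes that are low in pool 1 and high at 72 h. In XX 24 h DMSO libraries, Spocd1 and Dnmt3l together had 167 counts, 3.57% (95% interval 3.05 to 4.16) of the partners' 4672, where the Y-linked genes give 3.25%. The partner's share may thus account for these counts as a whole. The slope of all such genes on the partner's counts was 3.2%. In contrast, of the genes higher in XX 24 h than 0 h 284 of 354 remained after the correction, and of those higher in XY than XX at 0 h 164 of 205. With the larger share from marker genes (median 4.23%, 2.40 to 6.32) taken out, 292 of 354 and 151 of 205 remained. For 41 genes that rose in both sexes by 24 h, the median level in XX libraries was 125.4 to 165.1% of that in XY 24 h DMSO, far above the 3.04 to 9.97% of the Y-linked genes, so XY cells or reads of that time do not account for them. Net of the XX 0 h level, their median count was 30.8 to 92.4% of that of the XY 72 h FGFRi partner, where the Y-linked genes reached at most 3.98%, so the partner's reads do not account for them either, and 34 of the 41 were still called after the correction.

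The share of counts from the most abundant genes fell with depth within groups (Pearson r = -0.918, Spearman rho = -0.918, permutation p = 1e-05, the smallest that could be had; r = -0.922 without the 2 libraries farthest from the median depth, -0.909 in pool 1 and -0.931 in pool 2). The slope of log counts on log depth fell from 1.11 for genes with a mean count of 50 to 100 to 0.568 for those over 5000. Counts of the most abundant genes thus rose less than depth. UMI saturation, where distinct molecules share a UMI and are collapsed, is a candidate cause that was not modelled. The largest count of any gene, 10787, is well below the number of UMIs that 8 or 10 bases allow. Sharing of UMIs alone may therefore not give a slope of 0.568. The UMI length, 10 bases in the methods and 8 in the authors' code, sets where saturation would begin and was not settled here. If saturation holds, fold changes of the most abundant genes would be understated. The X-linked percent also rose with depth (r = 0.587). It was 3.23 ± 0.082 (SD, n = 4) in XY 72 h MEKi, 2.97 ± 0.035 in DMSO and 2.98 ± 0.12 in FGFRi libraries, whose median total was 3036168 against 3419879.5 with MEKi. This difference was noticed after the data were seen and was not tested.

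With all libraries thinned to 1 total, XY 72 h DMSO libraries had 20306 to 21472 genes detected and XX 72 h DMSO libraries 18769 to 19281 (exact permutation p = 0.02857). Depth therefore does not account for the larger number in XY germ cells.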
